A study of Mus musculus with 30 samples.

How the data were processed

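The series measured where CTCF, the cohesin subunit SMC1A and 4 chromatin remodelers sit on the genome of mouse E14 embryonic stem cells, by chromatin immunoprecipitation and sequencing (ChIP-seq). In these cells CTCF carries an auxin-inducible degron, a tag through which the auxin indole-3-acetic acid (IAA) directs the protein to the proteasome. Cells were sampled at 0 h (no IAA) and after 12 h of IAA. Of the 30 samples, 20 have a peak list and were analysed. The 10 input samples were not analysed here. CTCF and SMC1A have 1 library per time. Biotin-tagged CHD4, CHD8, SMARCA4 and SMARCA5, each in degron cells that carry that tag, have 2 libraries per time, which makes 16 remodeler libraries. Samples were grouped by the target and treatment given in the labels.

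Each of the 20 deposited files is a peak list with 10 columns in the layout known as narrowPeak, and each list belongs to 1 sample, so replicates had not been pooled. Per the labels' protocols, crosslinked chromatin was sonicated, immunoprecipitated and made into Illumina libraries. The peak caller, its control, the aligner and the genome build are not stated in the labels, and the lists carry no header. Column 7 of each deposited list was read, from the layout and its values, as the fold enrichment of a peak, a ratio to a local background. Columns 8 and 9 of the deposited lists were read in the same way as the −log10 p-value and the −log10 q-value of each peak as the authors' peak caller gave them. Column 10 is the distance of the summit from the peak start in bp. The lowest −log10 q in any list was 1.30. Fold enrichments and −log10 values are the authors' own and were used only to describe, rank or filter peaks within a list. The lists hold no read counts and the sequencing depth is unknown. A deeper or cleaner library can give a longer list. A site without a listed peak may still hold signal under the authors' threshold, so a lost peak is not a measure of lost binding. All peaks on the 21 main chromosomes ended within the chromosome lengths of GRCm38, which was used as the build together with the GENCODE M21 basic annotation.

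A CTCF site was the summit of a 0 h CTCF peak with 100 bp to either side, and a remodeler peak occupied it by an overlap of at least 1 bp. Occupancy is the percentage of the 29934 CTCF sites occupied in a library. Reference sites for a remodeler were regions with a peak in at least 6 of the 12 libraries of the other 3 remodelers and more than 1 kb from any 0 h CTCF peak, taken as their midpoint with 100 bp to either side. Relative occupancy is the log2 odds ratio of being occupied, CTCF sites against reference sites, with 0.5 added to each cell. It cancels a change of calling depth that acts on both kinds of site alike. The background was the same measure at CTCF sites shifted by 100 kb in both directions. The rank of CTCF-site peaks is the median percentile, by −log10 p within the library's own list, of the peaks at CTCF sites. The cohesin contrast is the log2 odds ratio of being occupied, CTCF sites with a 0 h SMC1A peak against those without. Similarity of peak sets is the Jaccard index in base pairs.

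Libraries were the units of every test of remodelers. The main tests were exact stratified permutation tests in which the 0 h and 12 h labels of the 4 libraries of a remodeler were exchanged in every way within that remodeler, which gives 1296 joint relabellings and a smallest two-sided p of 0.00154. The test of the separation of peak sets by time used the 81 joint splits and was one-sided. The test of a difference between remodelers used the variance of their changes and was one-sided. Benjamini-Hochberg adjustment covered these 7 tests. Within a remodeler, 2 libraries against 2 allow no exact permutation p below 0.333. CTCF and SMC1A have no replicates, so their comparisons describe the libraries at hand, with exact Clopper-Pearson 95% intervals that cover counting error over peaks only and treat peaks as independent. The tests, the site definitions and the alternatives were fixed before the data were examined, apart from those named in the closing section as chosen later. Alternatives covered a −log10 q of at least 5, equal list lengths, other overlap rules, other choices of CTCF sites and of reference sites, a replicate block, and leaving out each library.

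The measures were tested on simulated peak lists placed at the real sites. Over 16 simulated changes in relative occupancy the largest error was 0.06 log2 odds. A simulated fall of 1 was estimated as −1.02, with an exact permutation p of 0.00154. When simulated 12 h lists were made deeper with no fall, relative occupancy changed by −0.01 with an exact permutation p of 0.224. Plain occupancy rose by 15.0 points with an exact permutation p of 0.00154. The added depth was the same log2-odds offset at CTCF sites and at other sites, which an odds ratio cancels by construction. It checks the calculation and does not show how relative occupancy responds to depth in real lists. The test of a difference between remodelers was checked on 2000 simulated studies per setting. With equal changes and equal noise it called 4.6% of studies when nothing changed and 0% when all remodelers fell together, so a common fall leaves it little power. A variant that removes the common change before relabelling, added after the data were examined, called 8.05% to 21.1% of simulated studies in which no difference existed, and regrouping the differences among the 4 remodelers called up to 10.5%. Neither holds its nominal level, so no difference between remodelers is called from them, and regrouping was not applied to the measured values.

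A CTCF motif model of 17 bp was built from the 2000 strongest 0 h CTCF peaks, starting from a general CTCF consensus written in advance, and scored within 50 bp of each summit. Its threshold was set so that 5.0% of the shifted sites matched. Named sites followed a rule fixed in advance. These were the 3 CTCF peaks with the highest −log10 q among those with and among those without a 12 h peak, all SMC1A peaks at 12 h if there were 10 or fewer, and for each remodeler the 2 lost and 2 gained CTCF sites with the highest mean percentile. A lost site had a peak in both 0 h libraries and in neither 12 h library, and a gained site the opposite. The results give a selection of these, the highest ranked of a class in most cases. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used. Coordinates are 1-based.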

Results

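CTCF is a zinc-finger protein that binds DNA and halts cohesin, the ring complex that extrudes chromatin loops and of which SMC1A is a subunit. The study's title separates loop-dependent from loop-independent effects of CTCF on genes, and its design asks what happens on chromatin when CTCF is degraded. Peak lists were analysed for CTCF and SMC1A (1 library at 0 h and 1 at 12 h of IAA each) and for the biotin-tagged chromatin remodelers CHD4, CHD8, SMARCA4 and SMARCA5 (2 libraries per time each). CHD4, CHD8, SMARCA4 and SMARCA5 are ATPases that move or evict nucleosomes. The lists give no read depth, and their lengths are at most a rough guide to it. CHD4 lists held 111947 and 187294 peaks at 0 h and 105001 and 159918 at 12 h. CHD8 lists held 51943 and 40880 peaks at 0 h and 51840 and 42297 at 12 h. SMARCA4 lists held 92456 and 70428 peaks at 0 h and 96364 and 102636 at 12 h. SMARCA5 lists held 55488 and 73238 peaks at 0 h and 71067 and 67059 at 12 h. The CHD4 replicates differed in peak width, with a median of 433 and 119 bp at 0 h and of 475 and 94 bp at 12 h. The longer CHD4 list covered less sequence at each time, with 37.0 against 72.1 Mb at 0 h and 23.8 against 75.5 Mb at 12 h.

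To check the degron, the CTCF lists of both times were compared. The CTCF list held 29934 peaks at 0 h and 2248 at 12 h. Of the 0 h peaks, 2228 (7.44%, exact 95% interval 7.15% to 7.75%) overlapped a 12 h peak, against 0.179% after shifting them by 100 kb. Of the 12 h peaks, 2237 overlapped a 0 h peak. The share with a 12 h peak was 0.0334% (1 of 2994 peaks) in the weakest of 10 equal classes of the 0 h list by −log10 q and 43.7% (41.9% to 45.5%) in the strongest. The median 0 h fold enrichment was 27.7 for peaks that overlapped a 12 h peak and 11.5 for the others. The alternative that moved the share of 7.44% most took the upper 50% of the 0 h list, where it was 14.7%. CTCF sites within 1 kb of an annotated transcription start site had a 12 h peak in 12.7% (11.7% to 13.8%) of cases and the other sites in 6.62% (6.32% to 6.93%). The motif model, with consensus GCCACCAGGGGGCGCCG, matched at 90.9% of CTCF sites, at 90.6% of those not used to build it, and at 5.0% of shifted sites.

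**Figure D1:**
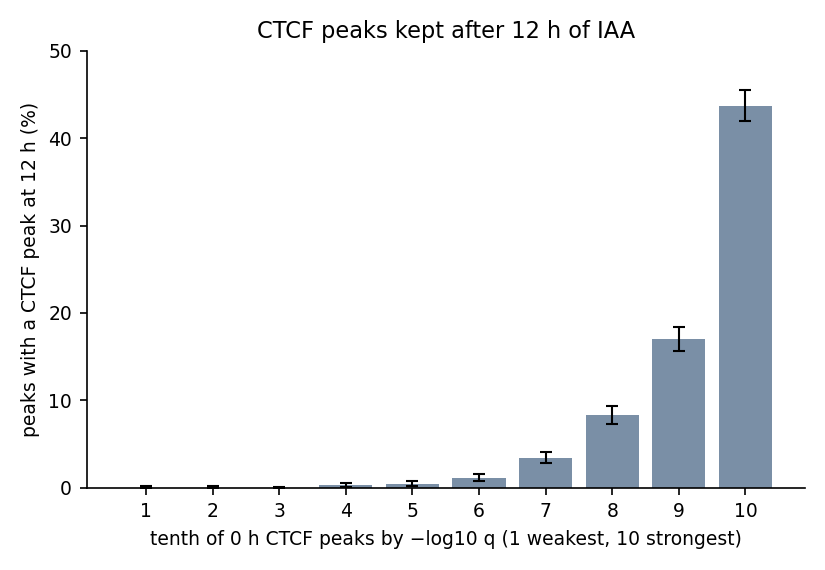
Percentage of 0 h CTCF peaks that overlap a 12 h CTCF peak, for 10 equal classes of the 0 h list ranked on −log10 q, with bars for the share and error bars for the exact 95% interval over peaks (1 library per time). The share is 0.0334% in the weakest class and 43.7% in the strongest.

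The strongest 0 h CTCF peak (GRCm38) with a 12 h peak lay on chromosome 3 from 54735083 to 54735789, in intergenic sequence 68 bp from the start site of Exosc8, with a fold enrichment of 130.3 and the motif match GCCAGGCGGGGGCGCTG at 54735471 to 54735487. The strongest without a 12 h peak lay on chromosome 11 from 103102537 to 103103170, in an untranslated region of Acbd4, with a fold enrichment of 84.8 and the motif match TCCACCAGGGGGCGCGA at 103102814 to 103102830. The next strongest without a 12 h peak lay on chromosome 14 from 21848583 to 21849423, in an exon of the antisense gene A430057M04Rik and 39 bp from the start site of Comtd1, with a fold enrichment of 64.6.

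Cohesin was compared in the same way. At 0 h, 13665 of 16724 SMC1A peaks (81.7%, exact 95% interval 81.1% to 82.3%) overlapped a CTCF peak, against 2.35% after shifting. The share was 92.5% when both lists were limited to a −log10 q of at least 5. Of the CTCF sites, 45.8% (45.2% to 46.4%) held a SMC1A peak, with 10.8% in the weakest of the 10 classes of CTCF peaks and 78.3% in the strongest. At 12 h the SMC1A list held 10 peaks, and 10 of the 16724 0 h peaks (0.0598%, 0.0287% to 0.110%) overlapped one of them. Of those 10 peaks at 12 h, 6 overlapped a CTCF peak of 0 h. The peak with the highest −log10 q among them (10.3) lay on chromosome 18 from 76378776 to 76379102, in intergenic sequence 57106 bp from the nearest start site, that of AC164009.1. With 1 library per time, neither loss has a replicate check.

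The remodelers were then compared between 0 h and 12 h at CTCF sites. CHD4 occupied 41.3% ± 7.84 (SD, n = 2) of CTCF sites at 0 h and 18.4% ± 5.99 (SD, n = 2) at 12 h. CHD8 occupied 23.9% ± 3.38 (SD, n = 2) and 14.6% ± 2.22 (SD, n = 2). SMARCA4 occupied 26.5% ± 6.50 (SD, n = 2) and 23.1% ± 2.31 (SD, n = 2), with overlapping libraries. SMARCA5 occupied 17.0% ± 4.40 (SD, n = 2) and 12.1% ± 2.57 (SD, n = 2). Both 12 h libraries were below both 0 h libraries in CHD4, CHD8 and SMARCA5, where in SMARCA5 the closest pair was 13.9% in each group. Across the remodelers occupancy fell by 10.1 percentage points, with a two-sided exact permutation p of 0.00463 (adjusted 0.0162), and the mean was lower at 12 h in 4 of 4 remodelers. At shifted sites, occupancy was between 2.47% and 9.17% in all 16 libraries. The alternative that moved the change most counted a site only when it held a remodeler summit, which gave −5.44 points with an exact permutation p of 0.0247. Under it SMARCA4 changed by +0.0752 points. That rule leaves out summits more than 100 bp from the CTCF summit. In SMARCA4 these were 74.8% and 62.7% of the 0 h summits within 250 bp. Leaving out the SMARCA4 0 h library with 92456 peaks turned the SMARCA4 change to +1.23 points, so the direction in SMARCA4 rested on that library. The SMARCA5 change of −4.93 points was −1.82 without its 0 h library of 73238 peaks.

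**Figure D2:**
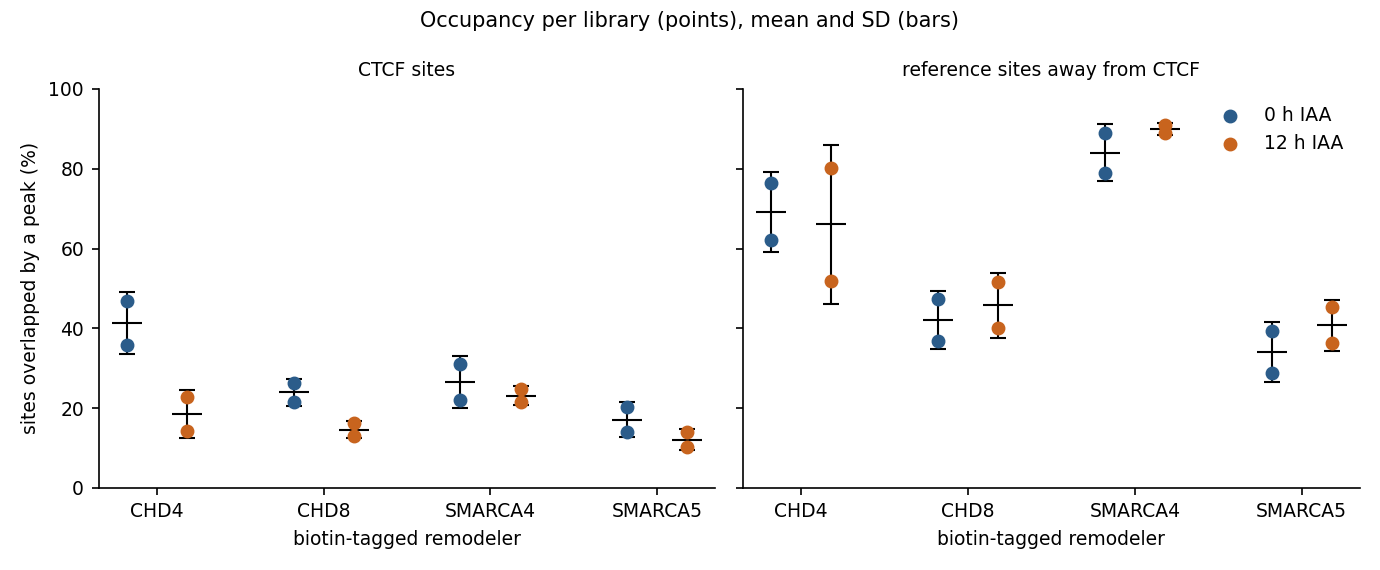
Percentage of CTCF sites (left) and of reference sites away from CTCF (right) overlapped by a peak, for the 2 libraries (points) per remodeler and time with their mean and SD (bars). At CTCF sites CHD4 has a mean of 41.3% at 0 h and 18.4% at 12 h, and the SMARCA4 libraries of both times overlap.

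To limit the effect of changes in list length, occupancy of CTCF sites was taken relative to reference sites. Relative occupancy in log2 odds was −1.72 ± 0.22 (SD, n = 2) at 0 h and −3.25 ± 0.76 (SD, n = 2) at 12 h in CHD4. In CHD8 it was −1.21 ± 0.17 (SD, n = 2) and −2.31 ± 0.22 (SD, n = 2). In SMARCA4 it was −3.96 ± 0.30 (SD, n = 2) and −4.90 ± 0.05 (SD, n = 2), and in SMARCA5 −1.34 ± 0.03 (SD, n = 2) and −2.33 ± 0.03 (SD, n = 2). In each of the 4 remodelers both 12 h libraries were below both 0 h libraries. The measure also falls when reference occupancy rises. In SMARCA4 the mean occupancy of reference sites went from 84.1% at 0 h to 89.9% at 12 h, with overlapping libraries. Occupancy of CTCF sites overlapped between times there too, so the SMARCA4 fall is not a measure of loss at CTCF sites alone. The measure still moved with reference occupancy. For every remodeler and time, the library with more reference sites occupied had the lower relative occupancy. In CHD4 at 12 h it was −3.79 with 80.2% of reference sites occupied and −2.71 with 51.9%. The mean change was −1.14 log2 odds against a pooled replicate SD of 0.32, and its exact permutation p of 0.00154 (adjusted 0.0108) is the smallest the relabelling can give. It was −1.47 when CTCF and reference sites were both more than 1 kb from a start site, the alternative that moved it most and one chosen after the data were examined. Within a remodeler, 2 libraries against 2 gave an exact permutation p of 0.333, the smallest possible. The names of the peaks follow 2 styles, which differ between lists of the same remodeler. Within a style, relative occupancy fell by 1.12 and by 0.77 in SMARCA4 and by 0.98 in both styles of SMARCA5. The SMARCA4 fall of 1.12 came mostly from reference sites, occupied at 79.0% at 0 h and 88.9% at 12 h. CTCF sites were occupied at 21.9% and 21.5% in those libraries. In CHD4 the 12 h library of 105001 peaks alone has the other style, and without it the change in CHD4 was −0.99. In CHD8 all lists have the same style.

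**Figure D3:**
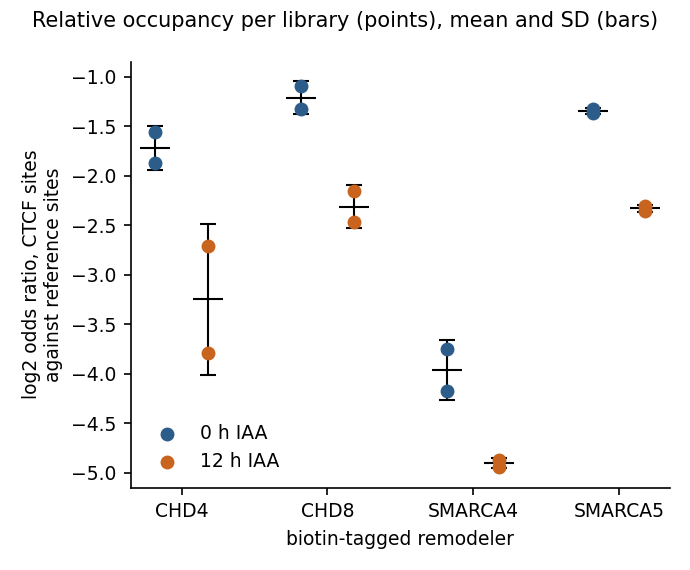
Log2 odds ratio of being occupied, CTCF sites against reference sites, for the 2 libraries (points) per remodeler and time, with mean and SD (bars). In each remodeler both 12 h libraries lie below both 0 h libraries, with mean changes from −1.53 in CHD4 to −0.94 in SMARCA4.

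The change in relative occupancy was −1.53 in CHD4, −1.10 in CHD8, −0.94 in SMARCA4 and −0.98 in SMARCA5. No difference between remodelers was called. The variance of the 4 changes was 0.0723, with a one-sided exact permutation p of 0.931 (adjusted 0.931), and that test has little power when all remodelers fall together. The variance moved from 0.00456 to 0.286 as single libraries were left out. It was 0.00456 without the CHD4 12 h library of 105001 peaks and 0.286 without that of 159918 peaks. It was 0.726, with a one-sided exact permutation p of 0.438, when summits were counted. With summits, relative occupancy changed by −1.82 in CHD4, −1.58 in CHD8, −0.09 in SMARCA4 and −0.42 in SMARCA5. Most SMARCA4 and SMARCA5 summits within 250 bp of a CTCF summit at 0 h lay outside the window counted, so these values do not compare remodelers alike. With overlaps counted, pairs of remodelers differed by −0.59 to 0.04. Their 36 relabellings allow no exact permutation p below 0.0556, so that test could not call a pair.

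The number of peaks changed by 0.07 on the log2 scale, with an exact permutation p of 0.597 (adjusted 0.697), less than the pooled replicate SD of 0.30. Its sign rested on CHD4, since it was −0.02 without the 0 h library of 111947 peaks and −0.01 without the 12 h library of 159918 peaks. In SMARCA4 both 12 h lists were longer than both 0 h lists. No greater likeness of peak sets of the same time was detectable. The mean Jaccard index within a time minus that across times was 0.00214, with a one-sided exact permutation p of 0.383 (adjusted 0.536). It was 0.0165 in CHD8, 0.0339 in SMARCA4 and 0.00585 in SMARCA5, and the value near 0 arose because CHD4 had the opposite sign. In CHD4 it was −0.0477, where replicate 1 of 0 h and replicate 1 of 12 h shared most, with a Jaccard index of 0.508. Grouping the libraries by replicate number instead of time gave 0.117 in CHD4, 0.0302 in CHD8, −0.0358 in SMARCA4 and −0.0144 in SMARCA5. Likeness by number thus raised the mean across times in CHD4 and CHD8, so the test cannot exclude a separation by time there.

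The peaks that each library had at CTCF sites were ranked within its own list, without following the same peaks across times. The median percentile of these peaks was 6.32 higher at 12 h, with an exact permutation p of 0.00772 (adjusted 0.0180). It rose from 61.0 ± 2.13 (SD, n = 2) to 72.6 ± 2.07 (SD, n = 2) in CHD8, from 62.1 ± 2.46 (SD, n = 2) to 71.5 ± 0.977 (SD, n = 2) in SMARCA4 and from 60.2 ± 0.676 (SD, n = 2) to 63.8 ± 2.61 (SD, n = 2) in SMARCA5. In CHD4 the libraries overlapped, with 70.5 ± 4.73 (SD, n = 2) and 71.2 ± 3.83 (SD, n = 2). Both 12 h libraries were above both 0 h libraries in 3 of 4 remodelers. The exact permutation p was 0.0725 among CTCF sites more than 1 kb from a start site and 0.100 when summits were counted.

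CTCF sites with and without cohesin were compared because the title contrasts loop-dependent with loop-independent effects. The cohesin contrast fell from 0.73 ± 0.03 (SD, n = 2) to 0.36 ± 0.01 (SD, n = 2) log2 odds in CHD8, from 0.69 ± 0.07 (SD, n = 2) to 0.44 ± 0.04 (SD, n = 2) in SMARCA4 and from 0.51 ± 0.05 (SD, n = 2) to 0.32 ± 0.18 (SD, n = 2) in SMARCA5. In CHD4 it was 0.07 ± 0.16 (SD, n = 2) and 0.19 ± 0.06 (SD, n = 2), with overlapping libraries. The mean change was −0.17, with an exact permutation p of 0.0340 that became 0.0594 after adjustment over the 7 tests, and so did not pass. Both 12 h libraries were below both 0 h libraries in 3 of 4 remodelers. In the upper 50% of CTCF sites it was +0.02 with an exact permutation p of 0.776.

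Sites that changed in both libraries of a remodeler were counted. CHD4 had a peak in both 0 h and neither 12 h library at 3595 CTCF sites and the opposite at 39. The counts were 1352 and 60 in CHD8, 662 and 306 in SMARCA4, and 713 and 197 in SMARCA5. The other ways to split the 4 libraries in pairs gave at most 714 such sites in CHD4, 289 in CHD8, 596 in SMARCA4 and 677 in SMARCA5 for both directions together, against 3634, 1412, 968 and 910 for the split by time. The lost CHD4 site with the highest mean percentile (99.9) lay at the CTCF peak on chromosome 11 from 99039651 to 99040512, intergenic and 1345 bp from the start site of Igfbp4. For CHD8 it lay on chromosome 4 from 133671048 to 133671576, in an intron of Pigv. For SMARCA4 it lay on chromosome 11 from 69579164 to 69579762, in an intron of Wrap53. For SMARCA5 it lay on chromosome 19 from 6418042 to 6418588, in an intron of Gm14965. A CTCF site on chromosome 10 from 25219137 to 25219628, in an intron of Akap7 with the motif match GCCAGCAGGGGGCTCTG, ranked highest among the gained sites of both CHD4 (mean percentile 85.1) and SMARCA4 (97.8).

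The position of remodeler summits around CTCF summits was described with a measure chosen after the data were examined. Of the summits within 250 bp of a CTCF summit at 0 h, those more than 100 bp away made up 31.5% and 50.9% in the CHD4 libraries, 40.6% and 41.5% in CHD8, 74.8% and 62.7% in SMARCA4, and 72.2% and 71.7% in SMARCA5. At shifted sites the share was between 57.0% and 62.1% in all libraries. At 12 h it was 46.4% and 55.8% in CHD4, 52.3% and 53.0% in CHD8, 57.7% and 61.2% in SMARCA4, and 58.7% and 60.6% in SMARCA5. The closing section gives the tests of these shares.

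**Figure D4:**
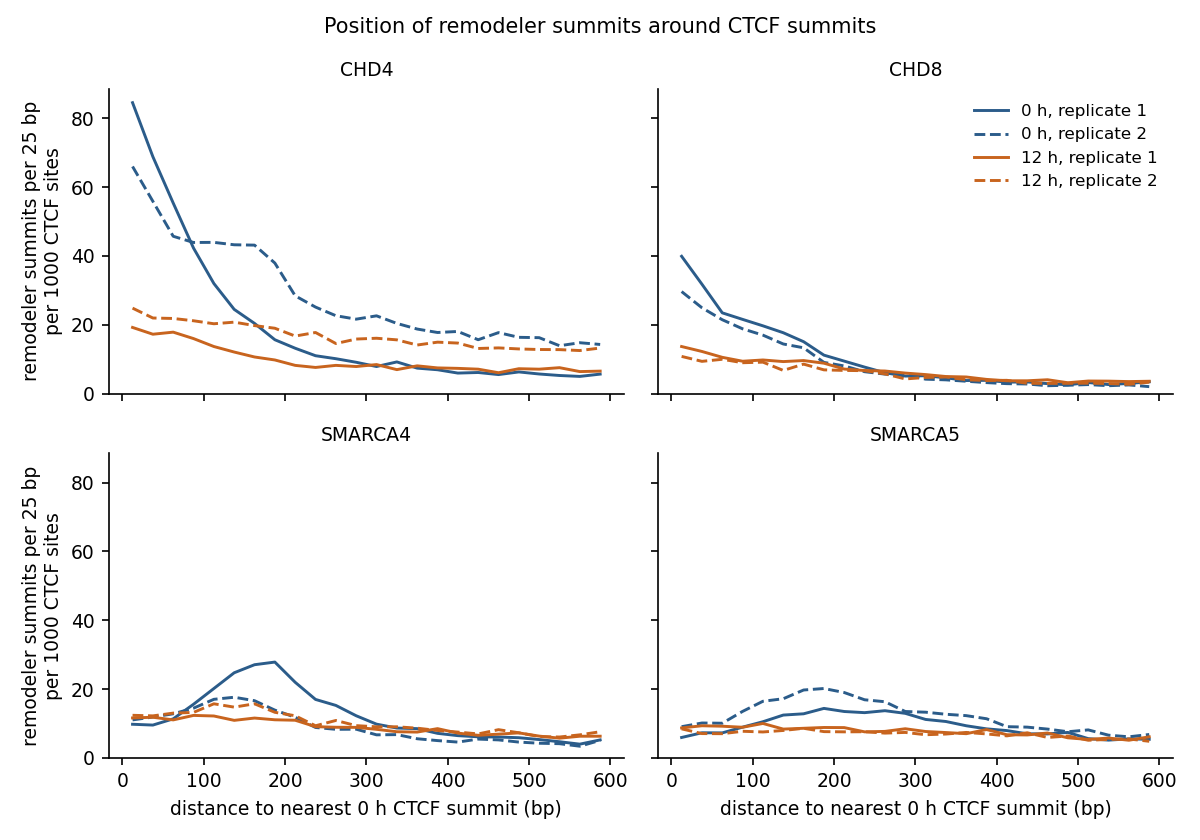
Remodeler summits per 25 bp of distance to the nearest 0 h CTCF summit, per 1000 CTCF sites, one line per library. At 0 h the CHD4 and CHD8 lines are highest next to the CTCF summit, the SMARCA4 and SMARCA5 lines are highest further out, and all 12 h lines are flatter.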

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

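The measure in this part, the comparison of remodelers on it and the test of peak width were chosen only after the result was seen, as was the test of whether CTCF sets the position.

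The share of summits lying 100 to 250 bp from the CTCF summit, among those within 250 bp, moved in opposite directions in CHD8 and in SMARCA4 and SMARCA5 between 0 h and 12 h. It rose by 11.6 percentage points in CHD8, while it fell by 9.33 points in SMARCA4 and by 12.3 points in SMARCA5, with each 12 h library on the same side of both 0 h libraries. The changes of CHD8 and SMARCA4 differed by 20.9 points and those of CHD8 and SMARCA5 by 23.9 points. These differences were not tested. They were picked from 8 measures that were looked at, and with 2 libraries per time a complete separation in a given direction arises often by chance. The margin was thin in SMARCA4, where the lowest 0 h library was at 62.7% and the highest 12 h library at 61.2%. The CHD4 libraries overlapped.

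Peak width may contribute to where the summits lay. Within CHD4 the narrower list had the higher share, with 50.9% at a median width of 119 bp against 31.5% at 433 bp at 0 h, and 55.8% at 94 bp against 46.4% at 475 bp at 12 h. A trend with width in a single direction does not account for the whole 0 h pattern. SMARCA5 peaks, with median widths of 358 and 359 bp, were narrower than CHD8 peaks, with 553 and 538 bp, and their share exceeded that of CHD8 by 30.8 points. SMARCA4 peaks, with 647 and 589 bp, were wider than CHD8 peaks, and their shares of 74.8% and 62.7% also exceeded the 40.6% and 41.5% of CHD8. Promoter peaks next to CTCF sites do not account for the pattern either, since SMARCA4 and SMARCA5 exceeded CHD4 and CHD8 by 33.6 points among sites more than 1 kb from a start site, with a two-sided exact permutation p of 0.0286. That p is the smallest for 4 libraries against 4, and it treats libraries of different remodelers as exchangeable. A difference remained at 12 h, when SMARCA4 and SMARCA5 exceeded CHD4 and CHD8 by 7.63 points among all sites and by 9.14 points away from start sites. Each had a two-sided exact permutation p of 0.0286. Among all sites, the 12 h shares in SMARCA4 and SMARCA5, from 57.7% to 61.2%, lay within the 57.0% to 62.1% of shifted sites. Those in CHD4 and CHD8, from 46.4% to 55.8%, lay below that range. The difference at 12 h thus came from CHD4 and CHD8.

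What stays open is whether CTCF itself sets the position. At 12 h the share in SMARCA4 and SMARCA5 together changed by −10.8 points, with 12 h libraries from 57.7% to 61.2% and 0 h libraries from 62.7% to 74.8%. In SMARCA5 the change of −12.3 points was beyond the pooled replicate SD of 0.978, and in SMARCA4 the pooled SD was 6.32. The 8 libraries allow no two-sided exact permutation p below 0.0556, so that test could not fall under the threshold of 0.05. In CHD4 and CHD8 the share changed by +10.8 points. The mean 12 h shares lay nearer to the 57.0% to 62.1% of shifted sites. For the change of −10.8 points, a position set by CTCF and a mixture in which fewer summits belong to CTCF sites at 12 h and more to background cannot be told apart, because both move the share toward that of shifted sites.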

How the results depend on the processing

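The alternative with CTCF and reference sites both more than 1 kb from a start site, and the one that removes the common change before relabelling, were chosen only after the results were seen.

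The fall in relative occupancy kept its direction and an unadjusted exact permutation p under the threshold of 0.05 in the 11 alternatives run for it, from −1.47 to −0.90, with p from 0.00154 to 0.00781. The fall in plain occupancy did so in its 8 alternatives, from −13.6 to −5.44 points, with p from 0.00154 to 0.0293. Over the 130 values recomputed under other alternatives, 90 kept their direction and either their side of an unadjusted p of 0.05 or, without a test, a distance within the replicate spread or interval. Another 29 moved by more than that spread or interval, 8 kept their direction but no longer had an unadjusted p under 0.05, and 3 reversed. Those 8 belong to the rank and to the cohesin contrast, which had not passed after adjustment in the first place. The cohesin contrast is also among the reversed values, where its p was above 0.05 too. The cause was not tested for any of those that follow.

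With remodeler peaks of −log10 q of at least 5, occupancy changed by −6.04 points in CHD8 and −1.22 in SMARCA5, and relative occupancy by −0.84 in CHD8, −0.65 in SMARCA4 and −0.78 in SMARCA5. The cohesin contrast changed by −0.15 (exact permutation p 0.0540), and the separation of peak sets by time reversed to −0.00904 (exact permutation p 0.457), neither value of it being called. With equal list lengths, relative occupancy changed by −0.68 in SMARCA4 and −0.94 in SMARCA5, and the cohesin contrast by −0.16 (exact permutation p 0.0525).

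Counting summits inside the window gave occupancy changes of −15.2 points in CHD4, −6.35 in CHD8, +0.0752 in SMARCA4 (reversed) and −0.291 in SMARCA5. Relative occupancy then changed by −1.58 in CHD8, −0.0933 in SMARCA4 and −0.42 in SMARCA5. The rank changed by 4.30 (exact permutation p 0.100) and the cohesin contrast by −0.0476 (exact permutation p 0.515). The window leaves out summits more than 100 bp away. Summits within 250 bp numbered 5551 and 4073 at 0 h and 3372 and 3954 at 12 h in SMARCA4. In SMARCA5 they numbered 3187 and 4562 at 0 h and 2645 and 2313 at 12 h. Little change inside the window is thus not an absence of change near CTCF sites. The variance between remodelers stayed uncalled in its alternatives but was 0.726 with summits (exact permutation p 0.438), against 0.0723, and from 0.0598 to 0.142 in the others. When 50% of the window had to be covered, relative occupancy changed by −0.74 in SMARCA5 and the cohesin contrast by −0.12 (exact permutation p 0.119).

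In the upper 50% of CTCF sites, CHD8 occupancy changed by −14.4 points, relative occupancy by −1.36 in CHD8 and −1.20 in SMARCA5, and the cohesin contrast reversed to +0.0173 (exact permutation p 0.776). Among CTCF sites more than 1 kb from a start site, relative occupancy changed by −1.48 in CHD8 and −1.24 in SMARCA5, the rank by 4.13 (exact permutation p 0.0725) and the cohesin contrast by −0.12 (exact permutation p 0.153). With reference sites also that far, the changes were −1.59 in CHD8 and −1.23 in SMARCA5. Stricter reference sites, with a peak in at least 10 libraries, gave −1.37 in CHD8 and −1.03 in SMARCA5, and shifted CTCF sites as reference gave −0.68 in SMARCA4.

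The share of CTCF peaks with a 12 h peak was 14.7% in the upper 50% of the list and 2.80% with a reciprocal overlap of 50%. The share of SMC1A peaks at CTCF peaks was 92.5% at a −log10 q of at least 5, 76.3% with summits within 100 bp and 73.6% with the reciprocal overlap. The share of SMC1A peaks with a 12 h peak stayed between 0.0359% and 0.0836%.

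With replicate number as a block the exact permutation p was 0.0234 for occupancy, 0.00781 for relative occupancy, 0.0234 for rank, 0.492 for the number of peaks and 0.938 for the difference between remodelers. For the cohesin contrast of −0.17 it was 0.0781, with the value itself untouched. Across sites the replicate differences of both times correlated by 0.0958, 0.122, −0.0815 and −0.0358 in CHD4, CHD8, SMARCA4 and SMARCA5, so the numbers were not taken to pair samples throughout. In CHD4 and CHD8, 5422 and 4087 reference sites followed the number, against 1761 and 1305 for the crossed split. Of these, 5264 in CHD4 and 3807 in CHD8 were occupied in replicate 1 of both times and in neither replicate 2. The replicate 1 lists also covered more sequence at both times, so the counts do not separate shared sites from coverage. In SMARCA4 and SMARCA5 the sites that followed the number were 698 and 3674, against 1441 and 5138 for the crossed split. Removing the common change gave an exact permutation p of 0.489 for the difference between remodelers, from a test that called up to 21.1% of simulated studies without one.

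Across the fits that each left out 1 library, the change in relative occupancy ran from −1.27 to −1.004, that in occupancy from −11.5 to −8.74 points, the rank from 5.49 to 7.16, the cohesin contrast from −0.20 to −0.14 and the number of peaks from −0.0230 to 0.16. The number of peaks reversed to −0.0230 without the CHD4 0 h replicate 1 and to −0.00602 without the CHD4 12 h replicate 2. The variance between remodelers ran from 0.00456 without the CHD4 12 h replicate 1 to 0.286 without replicate 2. Occupancy changes ran from −28.4 to −17.3 points in CHD4, −11.7 to −6.95 in CHD8, −8.04 to −1.82 in SMARCA5 and −7.97 to +1.23 in SMARCA4, reversed without the SMARCA4 0 h replicate 1. In SMARCA4 the lower end left out the 0 h replicate 2, and in SMARCA5 the value nearest 0 did. Relative changes ran from −2.07 to −0.99 in CHD4, −1.25 to −0.95 in CHD8, −1.15 to −0.73 in SMARCA4 and −1.01 to −0.96 in SMARCA5. The lower end in CHD4 left out the 12 h replicate 2 and the upper end the 12 h replicate 1. Time separation needs 4 libraries per remodeler and has no such values. Unknown read depth limits plain occupancy, which rose by 15.0 points when simulated 12 h lists were made deeper with no fall. In the measured lists, equal list lengths gave a change of −9.35 points against −10.1 as reported, while counting summits gave −5.44. At each time the longer list had the lower plain occupancy in CHD4 and the higher one in the other remodelers.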

Other observations

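The tests with SMC1A peaks away from CTCF, sites away from start sites, naming styles, strong SMC1A peaks and reference gains were chosen only after the results were seen, while the comparison at equal list lengths had been set in advance and was read as a test of list length afterwards.

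Several technical explanations of the fall in relative occupancy at CTCF sites were tested. With equal list lengths the mean change was −1.06 against a pooled replicate SD of 0.35, so the number of listed peaks does not account for the whole fall. The 12 h lists were not shorter on average, with a change of 0.07 on the log2 scale. Equal numbers of peaks do not equalise the sequence covered or the reference occupancy, so effects of these on the measure are not excluded. CTCF sites were chosen from a 0 h library, which could make 0 h values look high. Against 2873 SMC1A peaks chosen at 0 h and more than 1 kb from CTCF, CTCF sites still changed by −0.87, with a two-sided exact permutation p of 0.00309. By remodeler the change was −1.31 in CHD4, −1.08 in CHD8, −0.29 in SMARCA4, where the libraries overlapped, and −0.80 in SMARCA5. Those SMC1A peaks changed by 0.635 points in plain occupancy, with a two-sided exact permutation p of 0.849, and by −0.27 log2 odds relative to reference sites, with a two-sided exact permutation p of 0.202. The latter lies in the direction of such a selection effect, so a part of the fall from it is not excluded, while the change of −0.87 argues against it as the whole cause. Among sites away from start sites the change was −1.47, which argues against promoters as the source. Within a naming style of SMARCA4 or SMARCA5 the smallest fall was −0.77, which argues against the peak-calling run as the whole cause in these remodelers.

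If remodelers are held at these sites through CTCF or its motif, sites with a motif match should fall more. At matched CTCF peak strength they changed by −0.19 log2 odds relative to the 2718 sites without a match, in the same direction in 4 of 4 remodelers, with a two-sided exact permutation p of 0.00154, the smallest the relabelling can give. The size was uneven, at −0.40 in CHD4, −0.10 in CHD8, −0.08 in SMARCA4 and −0.20 in SMARCA5. In SMARCA4 the closest libraries were at −1.03 at 0 h and −1.04 at 12 h. Sites with a match were less occupied than those without already at 0 h, with log2 odds from −1.09 in a CHD8 library to −0.45 in a CHD4 library. Matching covered peak strength and not distance to start sites, so other features of sites without a match are not excluded. The change lies in the direction of that idea, which stays a hypothesis. Loss of a listed peak is not loss of binding, and auxin without the degron was not measured here.

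Remodeler occupancy fell more at stronger CTCF sites. Comparing the strongest with the weakest of 4 equal classes, the log2 odds ratio changed by −0.63 among all sites and by −0.72 among those more than 1 kb from a start site, each with a two-sided exact permutation p of 0.00154, so promoters among weak sites do not account for it. In the strongest class, the 1961 sites that had a 12 h CTCF peak fell less than the 5523 that had none. The difference was 0.26 unmatched and 0.31 at matched strength and distance to start sites, with a two-sided exact permutation p of 0.00463 for the latter. No other biological explanation was tested.

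The mean fall of the cohesin contrast did not pass adjustment, and the contrast rose by 0.12 in CHD4, where the libraries overlapped. The mean change was +0.0173 in the upper 50% of CTCF sites. Among CTCF sites with no 12 h CTCF peak it was −0.21, with an unadjusted two-sided exact permutation p of 0.0139. All other alternatives gave an exact permutation p above 0.05, so a smaller contrast at 12 h is not established. If there is one, it could come from stronger CTCF peaks at sites with SMC1A. At matched strength the contrast changed by 0.0493 on average, with a two-sided exact permutation p of 0.412, but the remodelers moved both ways, by 0.32 in CHD4, −0.08 in CHD8, −0.12 in SMARCA4 and 0.07 in SMARCA5. A role of strength and one of cohesin cannot be told apart here, because an average over opposite changes settles neither.

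The near absence of SMC1A peaks at 12 h may reflect weak enrichment in that library or a loss of cohesin from its sites. Among the 134 SMC1A peaks at 0 h more than 1 kb from CTCF and at least as strong as the median one at CTCF, 131 had no 12 h peak and 2.24% (exact 95% interval 0.464% to 6.40%) had one. At CTCF, 4 of 7080 peaks that strong (0.0565%) had one, with a two-sided Fisher's exact p of 0.000208 that treats peaks as independent. Most strong peaks away from CTCF vanished as well, yet they kept a 12 h peak more often, and with 1 library per time the explanations cannot be told apart.

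Remodelers freed from CTCF sites may move to other sites. Occupancy of reference sites changed by 3.25 points on average, with a two-sided exact permutation p of 0.457. It was −3.18 in CHD4, 3.70 in CHD8, 5.88 in SMARCA4 and 6.60 in SMARCA5, with overlapping libraries in each. Such a move and differences in list length cannot be told apart, because the spread between replicates is too wide.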
